A study of Mus musculus with 9 samples.

How the data were processed

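The series holds bulk RNA sequencing of cells sorted by flow cytometry from inguinal and axillary white fat of 12-day-old C57BL/6 mice, with males and females mixed. Fat was minced and digested with collagenase and dispase, and DPP4+, ICAM1+ and CD142+ cells were collected, 3 libraries of each. Per the labels, messenger RNA was selected with oligo(dT) beads, fragmented and copied with random primers, and sequenced from both ends. The protocol describes no step that marks the strand of the RNA. Samples were grouped by the population named in their labels.

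The submitters' processing notes name STAR 2.5.2a, the mouse build mm10, DESeq2 (no version) and R 3.5.1. The annotation release and the strand setting of the counting were not given in the sources used here. The authors' deposited tables are 3 pairwise comparisons of 20659 rows each, and values per library were not used here. Among the rows, 4 name no gene but the summary classes that STAR writes beside its gene counts, which leaves 20655 genes. These rows stayed in the authors' fit and were left out of all counts and tests here. Reads in no gene had a mean of 10381628 (46.5% of all rows), unmapped reads 1781282 (7.98%), reads mapped to several places 677925 (3.04%) and ambiguous reads 462124 (2.07%). The genes together held 40.4%.

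The column of means is a signal made by the authors, the mean over libraries of counts divided by size factors, with no error of its own. The log2 fold changes and their standard errors were fitted by the authors with DESeq2. The Wald statistic is a score in the deposited tables, and it was equal to the log2 fold change over its standard error within 1.46e-13 on every row. The p-values and adjusted p-values were deposited by the authors, the latter by Benjamini and Hochberg's method and empty where DESeq2 filtered a row out (2804, 3205 and 4807 genes for ICAM1+ against DPP4+, CD142+ against DPP4+ and ICAM1+ against CD142+). An empty adjusted p was kept as such. The means were identical in the 3 tables, and the fold change of ICAM1+ against DPP4+ was within 0.01 of the sum of the other 2 for 20612 of 20655 genes. The 43 exceptions had means of at most 10.4 and differed by up to 0.27, so the tables were read as 1 fit over 9 libraries with fold changes that were not shrunken.

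Gene identifiers were matched without their version to GENCODE M21 for GRCm38, the assembly also called mm10, which gave a symbol and coordinates to 20618 genes, 18245 of them with the same version. The other 37 kept their identifier. Symbols carried by more than 1 row (8 rows) were left out of the gene lists. From the same annotation, the share of each gene's exon bases that overlap exons of a gene on the other strand or on the same strand was computed. Reads from such bases cannot be told apart without strand information, and values of genes with near-identical copies are uncertain.

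A gene was called changed at a deposited adjusted p below 0.05, so the test is the authors' Wald test and no count model was fitted here. Fitted levels per population were computed from the deposited mean and fold changes and have no error. Genes higher or lower in 1 population than in both others passed in both of its comparisons in that direction. Their number was set beside the product of the numbers of calls over the number of genes tested in both, and beside 100 simulations of unchanged populations drawn from the deposited standard errors. For each of 35 gene lists, fixed before the data were examined, limma 3.58.1 in R 4.3.3 gave a two-sided competitive test (cameraPR) on the Wald statistic with a preset correlation between genes of 0.01, adjusted over 105 tests. A correlation could not be estimated from tables without values per library, so 0.05 was a preset alternative. Members were also counted after adjustment over the list alone.

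The genes named were fixed by a rule, made with the lists. It takes Dpp4, Icam1 and F3, then for each list and comparison up to 4 called members with the largest absolute log2 fold change and a mean of at least 100. Where fewer than 2 members pass, the 2 with the highest mean are taken. It adds the 5 highest and 5 lowest called genes per comparison and 10 genes per population, leaving out predicted genes and genes with a mean below 100. It selected 192 genes, and those described are a part of them. Most genes outside the rule are said to be so. Col3a1, Col1a1 and Col1a2, named for their counts, and Gm20721, Gnas and Hspa1a also lie outside it.

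Alternatives were adjusted p of 0.01 and 0.1, adjustment over every gene or over genes with a mean of at least 10 or 100, a minimum absolute log2 fold change of 1, a Wald test against a log2 fold change of 1, and fold changes re-centred on the median of genes with a mean of at least 100. For the lists they were a rank test, the higher correlation, genes with a mean of at least 100, the log2 fold change as statistic, and the re-centred statistic. The depth of each library is unknown, so precision is given by the deposited standard errors, whose median over genes with a mean of at least 100 was 0.17 in each comparison. The recomputed tests were tested on simulated data made from the deposited standard errors of 20655 genes. For ICAM1+ against DPP4+, 89 of 100 genes with a log2 fold change of 1 and 100 of 100 with one of 2 were called, and 12 of 20455 unchanged genes. For CD142+ against DPP4+ these were 98 and 99, and 13 unchanged genes, and for ICAM1+ against CD142+ 95 and 100, and 13. These shares of called genes do not hold for genes of low mean, whose errors are larger. For ICAM1+ against DPP4+, Lrat had a mean of 2.66 and an error of 1.88. The test used the errors that the data were made from, so the counts of unchanged genes cannot show whether those errors are right. With simulated statistics, the list test called 10 of 10 lists of 15 genes shifted by 1.5 standard errors and 1 of 90 unshifted lists. The real correlation between genes could not be estimated, so these counts cannot show the rate of false calls for lists in the real data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.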

Results

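Cells were sorted by flow cytometry from the subcutaneous white fat (inguinal and axillary depots) of 12-day-old C57BL/6 mice of both sexes. The sort separated 3 populations of stromal cells by surface protein, and each was profiled by messenger RNA sequencing in 3 libraries, 9 libraries in all. DPP4 is a membrane peptidase, ICAM1 an adhesion molecule, and CD142 is tissue factor, the protein encoded by F3. Per the series title, the question was how mesenchymal progenitors of adipose tissue are ordered, so the comparisons asked in which genes the 3 populations differ. The values analysed were fold changes between populations with their standard errors, not values per library. Summed over the 20655 genes, the mean normalised count was 9024647, while the depth of each library was not given in the sources used here. Collagen transcripts were abundant, Col3a1, Col1a1 and Col1a2 together holding 17.6% of the mean counts over genes. The labels do not say whether the libraries of a population came from separate animals, so the p-values measure the spread between libraries, which may be technical.

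The transcripts of the sort proteins differed as the population names say, with a partial exception for Icam1. In the authors' deposited table, Dpp4 (ENSMUSG00000035000.8, chromosome 2, 62330073 to 62412231 in mm10) had a log2 fold change of -5.93 ± 0.15 (SE) in ICAM1+ against DPP4+ cells and of -2.91 ± 0.13 in CD142+ against DPP4+ cells. It was also lower in ICAM1+ than in CD142+ cells in the authors' deposited table (-3.02 ± 0.15), so that CD142+ cells stood in between. The fitted levels of Dpp4 were 5466 normalised counts in DPP4+, 729 in CD142+ and 89.9 in ICAM1+ cells. Icam1 (ENSMUSG00000037405.8, chromosome 9, 21015985 to 21028817) was higher than in DPP4+ cells in both other populations in the authors' deposited table, by 2.78 ± 0.15 in ICAM1+ and 2.60 ± 0.15 in CD142+ cells. Between ICAM1+ and CD142+ cells the difference did not pass in the authors' deposited table (0.17 ± 0.15, adjusted p = 0.631). F3 (ENSMUSG00000028128.13, chromosome 3, 121723537 to 121735048) was higher in CD142+ cells than in DPP4+ cells (2.60 ± 0.13) and lower in ICAM1+ than in CD142+ cells (-2.24 ± 0.13) in the authors' deposited table. Exons on the other strand cover 12% of the exon bases of Icam1. For ICAM1+ against DPP4+ cells F3 did not pass the threshold in the authors' deposited table (0.35 ± 0.14, adjusted p = 0.0529).

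**Figure D1:**
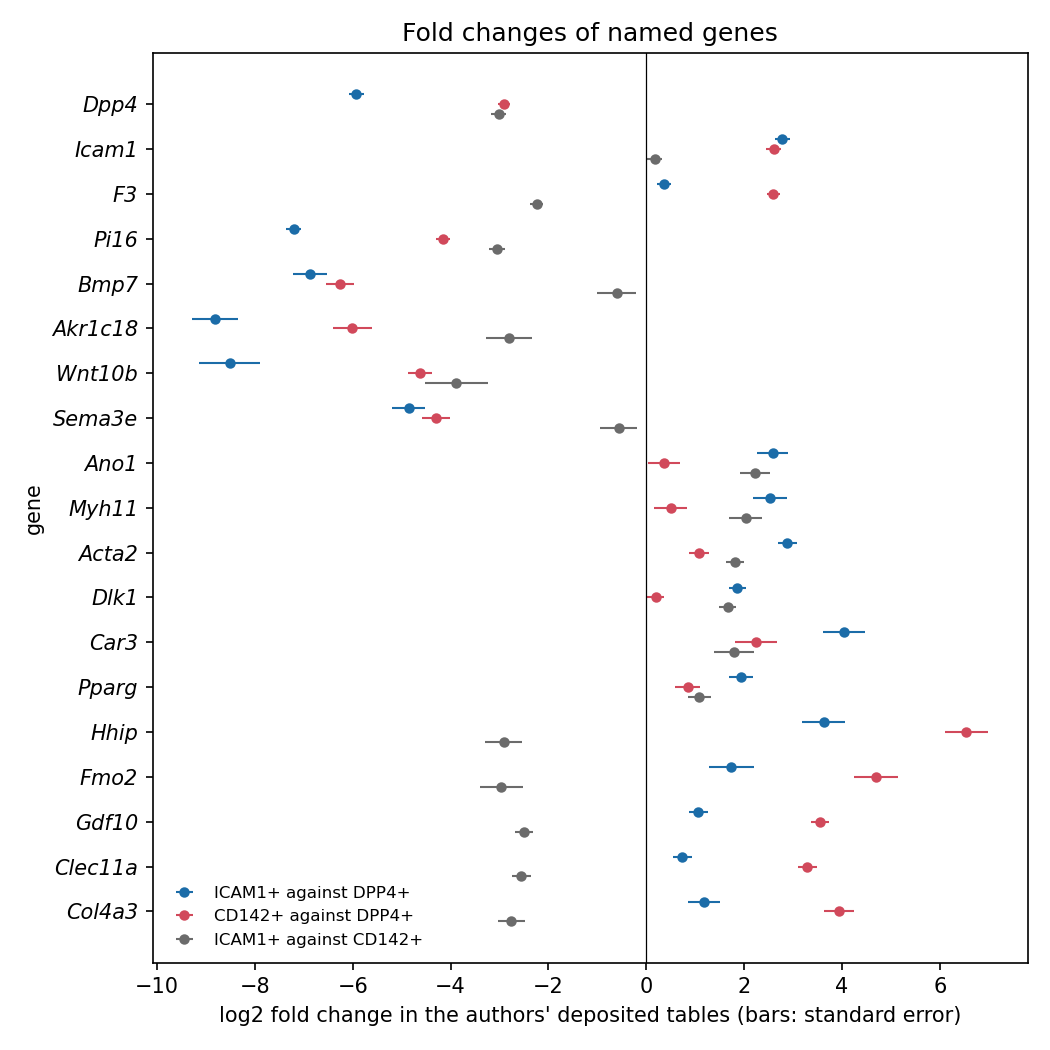
Log2 fold changes of named genes (x axis) in the authors' deposited tables, 1 point per gene and comparison, with the deposited standard error as a bar. Genes high in DPP4+ cells such as Pi16 lie far to the left in both comparisons against DPP4+ (-7.21 ± 0.16 and -4.16 ± 0.14), while Hhip lies furthest to the right in CD142+ against DPP4+ (6.54 ± 0.43).

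Compared with DPP4+ cells, ICAM1+ cells had fewer transcripts of interstitial progenitor genes and more of basement membrane, lipid handling and mural genes. The 5 lowest fold changes among genes with a mean of at least 100 belonged to Akr1c18, Krtdap, Wnt10b, Pi16 and Bmp7. Akr1c18, a steroid dehydrogenase that inactivates progesterone, had a log2 fold change of -8.82 ± 0.46 in the authors' deposited table. Values for Wnt10b and Bmp7, secreted ligands of the WNT and BMP pathways, were -8.51 ± 0.62 and -6.87 ± 0.35 in the authors' deposited table, and for Krtdap and the peptidase inhibitor Pi16 they were -8.77 ± 0.86 and -7.21 ± 0.16. The 5 highest with the same limit on the mean belonged to Olfm2 (4.90 ± 0.34), the prolactin receptor Prlr (4.56 ± 0.24), the matrix protease Mmp3 (4.20 ± 0.17), Car3 (4.04 ± 0.43) and Apoe (4.01 ± 0.46) in the authors' deposited table. In all, 4358 of the 17851 genes with a deposited adjusted p passed 0.05, 2219 of them higher and 2139 lower in ICAM1+ cells. The count was 2143 with an absolute log2 fold change above 1 required, and 737 when the change was tested against a log2 fold change of 1.

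Among the interstitial progenitor genes, a list of transcripts described for DPP4+ stroma and so tied to the sort, 0 of 23 measured members were higher and 22 lower (0 and 22 adjusted over the list alone). The list stood apart from other genes (adjusted p = 6.44e-189, list test on the deposited Wald statistics). Besides Pi16 and Akr1c18, Dpp4 was in this list, and Wnt2 had -5.55 ± 0.22 in the authors' deposited table. Some members are shared with other lists. Wnt2 is also a WNT ligand, Sfrp4 a WNT antagonist, Dact2 a WNT target gene and Mfap5 a fibrillar matrix gene. Igfbp5 and Igfbp6 are also in the IGF axis. Results for those lists are thus not fully separate from the progenitor list. Of the WNT ligands, 2 of 10 measured members were higher and 7 lower (2 and 7 adjusted over the list alone), with adjusted p = 3.21e-13 for the list. Wnt2b was lower with -3.53 ± 0.22 and Wnt9a with -2.12 ± 0.25 in the authors' deposited table. In the list of WNT antagonists, 1 of 9 measured members were higher and 3 lower (1 and 3 adjusted over the list alone), and the list was lower (adjusted p = 3.31e-05). Sfrp2 had -4.06 ± 0.18 and Dkk3 -1.68 ± 0.16 in the authors' deposited table. For WNT target genes, 1 of 10 measured members were higher and 2 lower (1 and 2 adjusted over the list alone), and the list did not pass (adjusted p = 0.196).

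Of the TGFb and BMP ligands, 5 of 15 measured members were higher and 7 lower (6 and 7 adjusted over the list alone). The list test was toward lower values (adjusted p = 5.1e-05) although the median log2 fold change was 0.06, since the lower members moved further. Bmp6 had -4.14 ± 0.21 and Bmp3 -5.22 ± 0.70 in the authors' deposited table, against 2.30 ± 0.23 for Gdf15. Among their receptors, 2 of 12 measured members were higher and 3 lower (3 and 3 adjusted over the list alone, list adjusted p = 0.626). Tgfbr2 had -1.55 ± 0.10 and Acvr2a 1.21 ± 0.17 in the authors' deposited table. Of the TGFb target genes, 6 of 11 measured members were higher and 1 lower (6 and 1 adjusted over the list alone), with adjusted p = 0.000674 for the list. Acta2, shared like Tagln with the mural marker list, which was also higher, had 2.89 ± 0.20 in the authors' deposited table. Of the BMP target genes, 6 of 10 measured members were higher and 1 lower (7 and 1 adjusted over the list alone). As a list they missed the threshold (adjusted p = 0.0527) but passed with ranks (adjusted p = 0.0311) and re-centred (adjusted p = 0.042). They did not pass with a preset correlation of 0.05 (adjusted p = 0.111). Nor did they with genes of a mean of at least 100 (0.543) or the log2 fold change as statistic (0.599).

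Of the list for lipid handling and adipocytes, 17 of 29 measured members were higher and 2 lower (18 and 2 adjusted over the list alone, list adjusted p = 8.61e-07). Lipoprotein lipase, Lpl, had 2.04 ± 0.11 and the fatty acid transporter Cd36 1.94 ± 0.18 in the authors' deposited table, with Fabp4 at 1.56 ± 0.18, while Mgll (-1.35 ± 0.13) and the desaturase Scd1 (-1.37 ± 0.14) were lower. Of the adipogenic transcription factors, 6 of 18 measured members were higher and 3 lower (7 and 4 adjusted over the list alone). As a list they did not pass (adjusted p = 0.249), but Pparg, the central regulator of fat cell formation, was higher with 1.93 ± 0.25 in the authors' deposited table, as was Cebpa with 1.61 ± 0.19. Among anti-adipogenic genes, 4 of 14 measured members were higher and 4 lower (5 and 4 adjusted over the list alone), with Dlk1 higher (1.86 ± 0.18) and the list not past the threshold (adjusted p = 0.64). In the thermogenic list, 3 of 13 measured members were higher and 0 lower (3 and 0 adjusted over the list alone, list adjusted p = 0.163, and 0.0357 with ranks).

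Matrix genes mostly moved in opposite directions by type. Of the fibrillar and interstitial matrix genes, 7 of 26 measured members were higher and 15 lower (7 and 15 adjusted over the list alone, list adjusted p = 1.22e-06), and Fbn1 and fibronectin, Fn1, were lower with -2.43 ± 0.13 and -2.24 ± 0.12 in the authors' deposited table. The call for this fibrillar list was lost with the log2 fold change as statistic (adjusted p = 0.152). In the basement membrane list, 11 of 21 measured members were higher and 3 lower (12 and 4 adjusted over the list alone, list adjusted p = 1.71e-11). Col4a1 had 2.70 ± 0.12, Col4a2 2.44 ± 0.11 and Col15a1 2.70 ± 0.14 in the authors' deposited table. About 20.1% of the exon bases of Fbn1 lie under exons of a gene on the other strand. For matrix remodelling enzymes, 4 of 23 measured members were higher and 11 lower (5 and 11 adjusted over the list alone), with no call for the list (adjusted p = 0.196), while the metalloprotease Adam12 had 3.67 ± 0.18 and Adamts5 -2.50 ± 0.12 in the authors' deposited table.

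In the hedgehog and Notch list of ICAM1+ against DPP4+ cells, 10 of 18 measured members were higher and 2 lower (13 and 2 adjusted over the list alone, list adjusted p = 1.91e-11). Notch3, which is also in the mural marker list, and its target Heyl had 3.36 ± 0.14 and 3.48 ± 0.26 in the authors' deposited table. Of the chemokines and cytokines, 12 of 22 measured members were higher and 0 lower (13 and 0 adjusted over the list alone, list adjusted p = 5.64e-13). This list holds Icam1, whose direction is tied to the sort. Vcam1 had 2.13 ± 0.12 and Cxcl9 2.29 ± 0.18 in the authors' deposited table. In the cell cycle list, 18 of 30 measured members were higher and 1 lower (21 and 1 adjusted over the list alone, list adjusted p = 5.1e-05), Mki67 having 1.53 ± 0.23 in the authors' deposited table. In the list of immediate early and dissociation stress genes, which tissue digestion itself can induce, 12 of 23 measured members were higher and 2 lower (15 and 2 adjusted over the list alone, list adjusted p = 5.07e-06). Of the genes described for CD142+ regulatory stroma, 12 of 16 measured members were higher and 1 lower (14 and 1 adjusted over the list alone, list adjusted p = 3.46e-10). Cygb had 1.53 ± 0.14 in the authors' deposited table. In the sort and stromal marker list, which holds the sort genes, 3 of 10 measured members were higher and 5 lower (4 and 5 adjusted over the list alone, list adjusted p = 6.32e-08), and Cd34 and Ly6a were lower with -2.13 ± 0.10 and -1.95 ± 0.12 in the authors' deposited table.

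Some markers of other cell types also moved with ICAM1+ cells. Of the mural cell markers, 8 of 13 measured members were higher and 1 lower (10 and 1 adjusted over the list alone, list adjusted p = 2.3e-13). Myh11, the myosin of smooth muscle, had 2.53 ± 0.34 and Rgs5 2.18 ± 0.19 in the authors' deposited table. Of the Schwann cell markers, 9 of 12 measured members were higher and 0 lower (10 and 0 adjusted over the list alone, list adjusted p = 0.000488). Endothelial markers gave 8 higher and 1 lower of 13 (10 and 1 adjusted over the list alone), with the list short of the threshold (adjusted p = 0.0872) but past it with ranks (adjusted p = 0.000325). Their exception Tek was lower with -2.34 ± 0.13 in the authors' deposited table. Immune cell markers had 0 higher and 0 lower of 20 (0 and 0 adjusted over the list alone, list adjusted p = 0.0872), and also passed with ranks (adjusted p = 0.000628).

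Counts for the remaining lists in ICAM1+ against DPP4+ cells were as follows. The IGF axis had 5 higher and 4 lower of 14 (6 and 4 adjusted over the list alone) and the FGF and PDGF axis 10 higher and 8 lower of 20 (11 and 8 adjusted over the list alone). The interferon response had 9 higher and 3 lower of 19 (11 and 3 adjusted over the list alone) and complement 6 higher and 4 lower of 15 (6 and 4 adjusted over the list alone). Mesothelial markers had 1 higher and 1 lower of 9 (1 and 1 adjusted over the list alone), epithelial markers 3 higher and 1 lower of 10 (4 and 1 adjusted over the list alone), skeletal muscle markers 1 higher and 0 lower of 13 (0 and 0 adjusted over the list alone) and erythroid markers 0 higher and 0 lower of 5 (0 and 0 adjusted over the list alone). Sex-linked transcripts had 2 higher and 0 lower of 5 (2 and 0 adjusted over the list alone), the higher genes being Ddx3y (0.63 ± 0.15) and Xist (0.68 ± 0.16) in the authors' deposited table, which differ between male and female cells. Ddx3y lies on the Y chromosome and Xist on the X chromosome. Both were higher by a similar amount, so these 2 genes do not show a shift toward 1 sex. Adjusted p for these lists was 0.218, 0.346, 0.122, 0.401, 0.791, 0.401, 0.368, 0.617 and 0.216, in the order named. Tendon and fascia genes had 2 higher and 1 lower of 12 (2 and 1 adjusted over the list alone) and passed (adjusted p = 0.0381), though not with a preset correlation of 0.05 (adjusted p = 0.0965). Among their calls, Tnc had 2.37 ± 0.18 in the authors' deposited table. The median, the mean and the test differed in sign for anti-adipogenic, WNT target, TGFb and BMP receptor, matrix enzyme, IGF and mesothelial genes, none of which passed as a list, and for the TGFb and BMP ligands, which did. With ranks in place of the Wald statistic, these calls for lists were lost: sort and stromal markers (adjusted p = 0.549), WNT antagonists (0.271), TGFb and BMP ligands (0.772), TGFb target genes (0.11) and tendon genes (0.193).

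CD142+ cells shared many of the lower genes with ICAM1+ cells when set against DPP4+ cells. Among the highest fold changes were those of Hhip, Mmp3, Ripor2 and Fmo2. Hhip (ENSMUSG00000064325.4, chromosome 8, 79965851 to 80058006), a hedgehog-binding protein and hedgehog target, had 6.54 ± 0.43 in the authors' deposited table. Mmp3 had 5.32 ± 0.16, Ripor2 4.79 ± 0.39 and the monooxygenase Fmo2 4.70 ± 0.45 in the authors' deposited table. The 5 lowest among genes with a mean of at least 100 were Bmp7 (-6.26 ± 0.29), Akr1c18 (-6.01 ± 0.40), Krtdap (-5.83 ± 0.35), Adamts16 (-4.75 ± 0.32) and Dact2 (-4.70 ± 0.42) in the authors' deposited table. Of the 17450 genes with a deposited adjusted p, 3312 passed 0.05, with 1758 higher and 1554 lower in CD142+ cells. The count was 1720 with an absolute log2 fold change above 1 required and 603 when tested against a log2 fold change of 1.

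The genes described for CD142+ stroma, a list tied to this sort, gave 13 higher and 1 lower of 16 (13 and 1 adjusted over the list alone, list adjusted p = 1.17e-58). Gdf10, a BMP family member, and Clec11a had 3.55 ± 0.19 and 3.29 ± 0.19 in the authors' deposited table. Of the interstitial progenitor genes, 1 of 23 measured members were higher and 21 lower (2 and 21 adjusted over the list alone, list adjusted p = 8.15e-127). The member that was higher was Il33, an alarmin, with 1.44 ± 0.23 in the authors' deposited table, while Pi16 had -4.16 ± 0.14 and Igfbp5 -3.81 ± 0.15. In the hedgehog and Notch list, 11 of 18 measured members were higher and 1 lower (11 and 1 adjusted over the list alone, list adjusted p = 1.05e-16), including Gli1 with 3.96 ± 0.20 and Heyl with 3.90 ± 0.26 in the authors' deposited table. Of the BMP target genes, 8 of 10 measured members were higher and 0 lower (8 and 0 adjusted over the list alone, list adjusted p = 1.27e-07), Id2 and Id4 having 1.44 ± 0.18 and 1.38 ± 0.17 in the authors' deposited table. TGFb target genes had 5 higher and 1 lower of 11 (5 and 1 adjusted over the list alone, list adjusted p = 0.000108). Ccn2, for which 23.2% of exon bases are shared with the other strand, had 1.64 ± 0.13 in the authors' deposited table. Among TGFb and BMP ligands, 5 of 15 measured members were higher and 6 lower (6 and 7 adjusted over the list alone, list adjusted p = 0.0028), and among their receptors, 4 of 12 measured members were higher and 1 lower (5 and 2 adjusted over the list alone, list adjusted p = 0.574).

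Of the chemokines and cytokines, a list that includes the sort gene Icam1, 15 of 22 measured members were higher and 1 lower (15 and 1 adjusted over the list alone, list adjusted p = 5.29e-14). Cxcl5 had 3.22 ± 0.59 and Vcam1 1.99 ± 0.12 in the authors' deposited table. Immediate early and dissociation stress genes had 19 higher and 1 lower of 23 (19 and 1 adjusted over the list alone, list adjusted p = 2.47e-16). Egr2 had 1.95 ± 0.15, Nr4a1 1.66 ± 0.13 and Hspa1b 1.46 ± 0.17 in the authors' deposited table, Hspa1b being a near-identical copy of Hspa1a and so uncertain. The complement list had 6 higher and 1 lower of 15 (7 and 2 adjusted over the list alone, list adjusted p = 0.00627). C1s1 had 1.80 ± 0.12 and C1ra 1.62 ± 0.12 in the authors' deposited table. In the basement membrane list, 11 of 21 measured members were higher and 5 lower (11 and 5 adjusted over the list alone, list adjusted p = 5.47e-09). Col4a3 and Col4a4, neighbouring genes for chains of type IV collagen, had 3.94 ± 0.31 and 3.87 ± 0.43 in the authors' deposited table. Fibrillar and interstitial matrix genes went both ways, with 9 higher and 9 lower of 26 (10 and 10 adjusted over the list alone, list adjusted p = 0.795), Mfap4 and Bgn being higher (2.60 ± 0.15 and 2.55 ± 0.14) and Fbn1 lower (-1.82 ± 0.13) in the authors' deposited table. Matrix remodelling enzymes had 7 higher and 8 lower of 23 (9 and 8 adjusted over the list alone, list adjusted p = 0.552).

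WNT ligands gave 2 higher and 6 lower of 10 (2 and 6 adjusted over the list alone) in CD142+ against DPP4+ cells (list adjusted p = 1.43e-07). Wnt10b had -4.63 ± 0.25 and Wnt2 -2.74 ± 0.16 in the authors' deposited table. WNT antagonists gave 3 higher and 2 lower of 9 (4 and 3 adjusted over the list alone, list adjusted p = 0.611), with Dkk3 higher (0.79 ± 0.15) and Sfrp2 lower (-1.55 ± 0.17) in the authors' deposited table, and WNT target genes 1 higher and 2 lower of 10 (3 and 2 adjusted over the list alone, list adjusted p = 0.335). For lipid handling and adipocyte genes, 7 of 29 measured members were higher and 1 lower (9 and 2 adjusted over the list alone). The list passed (adjusted p = 0.0272) but not with a preset correlation of 0.05 (adjusted p = 0.133), and Lpl had 1.35 ± 0.11 in the authors' deposited table. Adipogenic transcription factors gave 6 higher and 3 lower of 18 (8 and 5 adjusted over the list alone, list adjusted p = 0.347). Klf5 had 1.88 ± 0.22, Pparg 0.85 ± 0.25 and Ebf1 -0.80 ± 0.12 in the authors' deposited table. The cell cycle list had 9 higher and 1 lower of 30 (11 and 1 adjusted over the list alone) (adjusted p = 0.00562), a call lost with a preset correlation of 0.05 (adjusted p = 0.0622), and Mki67 had 1.08 ± 0.23 in the authors' deposited table. Of the mural cell markers, 7 of 13 measured members were higher and 0 lower (8 and 1 adjusted over the list alone, list adjusted p = 1.11e-06). Ndufa4l2 had 2.74 ± 0.29 and Notch3 2.69 ± 0.15 in the authors' deposited table.

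No other list passed in CD142+ against DPP4+ cells. Sort and stromal markers had 4 higher and 5 lower of 10 (4 and 5 adjusted over the list alone), anti-adipogenic genes 3 higher and 3 lower of 14 (3 and 3 adjusted over the list alone) and thermogenic genes 1 higher and 0 lower of 13 (1 and 0 adjusted over the list alone). The IGF axis had 4 higher and 5 lower of 14 (4 and 5 adjusted over the list alone) and the FGF and PDGF axis 8 higher and 6 lower of 20 (9 and 7 adjusted over the list alone). Igfbp4 was higher with 2.36 ± 0.13 and Igf2, of whose exon bases 62.8% are shared with another gene on its own strand, lower with -1.51 ± 0.16 in the authors' deposited table. The interferon response had 5 higher and 2 lower of 19 (5 and 2 adjusted over the list alone), immune markers 1 higher and 0 lower of 20 (0 and 0 adjusted over the list alone), endothelial markers 1 higher and 1 lower of 13 (1 and 1 adjusted over the list alone) and Schwann cell markers 1 higher and 0 lower of 12 (1 and 0 adjusted over the list alone). Mesothelial markers had 0 higher and 1 lower of 9 (0 and 1 adjusted over the list alone), epithelial markers 0 higher and 1 lower of 10 (0 and 1 adjusted over the list alone), skeletal muscle markers 0 higher and 0 lower of 13 (0 and 0 adjusted over the list alone), erythroid markers 0 higher and 0 lower of 5 (0 and 0 adjusted over the list alone), tendon and fascia genes 1 higher and 1 lower of 12 (2 and 1 adjusted over the list alone) and sex-linked transcripts 1 higher and 0 lower of 5 (1 and 0 adjusted over the list alone). The lowest adjusted p among these lists was 0.0842, for endothelial markers. Signs of median, mean and test differed for anti-adipogenic, thermogenic, WNT antagonist, Schwann, mesothelial, epithelial, erythroid and tendon lists. Ranks did not keep the calls for WNT ligands (adjusted p = 0.101), TGFb and BMP ligands (0.741) and basement membrane (0.086).

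ICAM1+ and CD142+ cells were closer to each other than either was to DPP4+ cells by the count of calls. Of 15848 genes with a deposited adjusted p, 1434 passed 0.05, with 598 higher and 836 lower in ICAM1+ than in CD142+ cells. Among the lowest in ICAM1+ cells were Bmp3 (-4.30 ± 0.70), Wnt10b (-3.88 ± 0.64), the semaphorin Sema3d (-3.76 ± 0.23) and the sphingomyelinase Smpd3 (-3.17 ± 0.26) in the authors' deposited table. Among genes with a mean of at least 100, predicted genes left out, the 5 highest were as follows. The chloride channel Ano1 had 2.22 ± 0.30 and the actin-binding Synpo2 2.17 ± 0.31 in the authors' deposited table. Thbs4 had 2.16 ± 0.37, Myh11 2.03 ± 0.34 and the adhesion molecule Cadm4 1.91 ± 0.26. The count was 950 at an adjusted p of 0.01 and 554 with an absolute log2 fold change above 1 required. Tested against a log2 fold change of 1 it was 69, of which 56 were lower in ICAM1+ cells.

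Genes described for CD142+ stroma were lower in ICAM1+ cells: 0 of 16 measured members were higher and 12 lower (0 and 12 adjusted over the list alone, list adjusted p = 1.3e-49), Fmo2 having -2.96 ± 0.44 in the authors' deposited table. Interstitial progenitor genes were also mostly lower, with 2 higher and 16 lower of 23 (2 and 17 adjusted over the list alone, list adjusted p = 3.12e-60). Pi16 had -3.05 ± 0.16, Sfrp4 -1.94 ± 0.14 and Igfbp6 -1.25 ± 0.13, whereas Igfbp5 was higher with 0.73 ± 0.15 in the authors' deposited table. WNT ligands and antagonists had no called member that was higher, with 0 higher and 5 lower of 10 (0 and 6 adjusted over the list alone) and 0 higher and 4 lower of 9 (0 and 5 adjusted over the list alone, list adjusted p = 2.29e-14 and 5.21e-19). Wnt2 had -2.80 ± 0.23 and Dkk3 -2.47 ± 0.16 in the authors' deposited table. BMP target genes had 0 higher and 4 lower of 10 (0 and 5 adjusted over the list alone, list adjusted p = 1.47e-06), TGFb and BMP ligands 1 higher and 4 lower of 15 (1 and 4 adjusted over the list alone, list adjusted p = 0.00418) and their receptors 0 higher and 3 lower of 12 (0 and 3 adjusted over the list alone). The receptor list passed with the preset correlation of 0.01 (adjusted p = 0.0369) and not with 0.05 (adjusted p = 0.0948). Id3 had -0.84 ± 0.12 and Tgfbr2 -0.50 ± 0.10 in the authors' deposited table. Of the TGFb target genes, 4 of 11 measured members were higher and 4 lower (4 and 4 adjusted over the list alone), and the list did not pass (adjusted p = 0.969).

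Fibrillar and interstitial matrix genes were mostly lower in ICAM1+ than in CD142+ cells: 2 of 26 measured members were higher and 16 lower (4 and 16 adjusted over the list alone, list adjusted p = 5.93e-22). Elastin, Eln, had -1.48 ± 0.13, Fbln1 -1.63 ± 0.14 and Col14a1 -1.30 ± 0.14 in the authors' deposited table. Basement membrane genes had 9 higher and 4 lower of 21 (10 and 5 adjusted over the list alone), a list past the threshold toward higher values (adjusted p = 0.0129) but not with a preset correlation of 0.05 (adjusted p = 0.0705). The laminin chain Lama5 was higher with 1.83 ± 0.20, and Col4a3 and Col4a4 were lower with -2.76 ± 0.27 and -2.76 ± 0.42 in the authors' deposited table. Matrix remodelling enzymes had 3 higher and 8 lower of 23 (4 and 10 adjusted over the list alone, list adjusted p = 4.35e-05), complement 2 higher and 5 lower of 15 (2 and 6 adjusted over the list alone, list adjusted p = 0.00465) and immediate early and dissociation stress genes 0 higher and 8 lower of 23 (0 and 9 adjusted over the list alone, list adjusted p = 1.8e-06). Serping1 had -0.82 ± 0.10 and Nr4a1 -1.14 ± 0.13 in the authors' deposited table. In the sort and stromal marker list, 0 of 10 measured members were higher and 4 lower (0 and 5 adjusted over the list alone, list adjusted p = 4.6e-17).

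Higher in ICAM1+ than in CD142+ cells were lipid handling and adipocyte genes: 12 of 29 measured members were higher and 1 lower (14 and 1 adjusted over the list alone, list adjusted p = 8.77e-09). Fabp4 had 1.10 ± 0.18 and Cd36 1.09 ± 0.17 in the authors' deposited table, and Scd1 was lower with -1.03 ± 0.14. The thermogenic list had 3 higher and 1 lower of 13 (5 and 1 adjusted over the list alone) and passed (adjusted p = 0.0409), though not with a preset correlation of 0.05 (adjusted p = 0.107). Among adipogenic transcription factors, 4 of 18 measured members were higher and 3 lower (6 and 5 adjusted over the list alone, list adjusted p = 0.588). Pparg had 1.08 ± 0.24 and Klf5 -0.89 ± 0.21 in the authors' deposited table. Some markers of other cell types were higher beside these. Schwann cell markers had 9 higher and 0 lower of 12 (11 and 0 adjusted over the list alone, list adjusted p = 1.41e-12), endothelial markers 8 higher and 0 lower of 13 (9 and 0 adjusted over the list alone, list adjusted p = 2.24e-11) and mural markers 8 higher and 3 lower of 13 (9 and 3 adjusted over the list alone, list adjusted p = 4.34e-08). Vwf had 1.01 ± 0.16 and Acta2 1.81 ± 0.19, while the mural gene Kcnj8 had -1.83 ± 0.24 in the authors' deposited table. Immune markers had 1 higher and 0 lower of 20 (0 and 0 adjusted over the list alone) and passed as a list (adjusted p = 0.00418), as did tendon and fascia genes with 3 higher and 1 lower of 12 (3 and 2 adjusted over the list alone) (adjusted p = 0.00958). The cell cycle list, with 1 higher and 0 lower of 30 (0 and 0 adjusted over the list alone), and skeletal muscle markers, with 1 higher and 0 lower of 13 (1 and 0 adjusted over the list alone), passed (adjusted p = 0.00607 and 0.0231), but neither did with a preset correlation of 0.05 (adjusted p = 0.0644 and 0.0705).

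Lists that did not pass in ICAM1+ against CD142+ cells were the following. Anti-adipogenic genes had 1 higher and 5 lower of 14 (2 and 6 adjusted over the list alone), Dlk1 being the higher member with 1.67 ± 0.18 in the authors' deposited table. WNT target genes had 0 higher and 1 lower of 10 (0 and 1 adjusted over the list alone), the IGF axis 3 higher and 2 lower of 14 (4 and 2 adjusted over the list alone), the FGF and PDGF axis 4 higher and 4 lower of 20 (5 and 7 adjusted over the list alone) and the hedgehog and Notch list 4 higher and 5 lower of 18 (4 and 7 adjusted over the list alone). Within that last list Notch1 was higher (1.02 ± 0.12) and Gli1 lower (-1.11 ± 0.17) in the authors' deposited table. Chemokines and cytokines had 1 higher and 2 lower of 22 (2 and 2 adjusted over the list alone) and the interferon response 2 higher and 0 lower of 19 (4 and 0 adjusted over the list alone). Mesothelial markers had 0 higher and 0 lower of 9 (0 and 0 adjusted over the list alone), epithelial markers 2 higher and 0 lower of 10 (2 and 0 adjusted over the list alone), erythroid markers 0 higher and 0 lower of 5 (0 and 0 adjusted over the list alone) and sex-linked transcripts 0 higher and 0 lower of 5 (0 and 0 adjusted over the list alone). The lowest adjusted p among these lists was 0.0515, for the interferon response. Signs of median, mean and test differed for adipogenic transcription factors, WNT and TGFb target genes and the FGF and PDGF axis. Lost with ranks were the calls for sort and stromal markers (adjusted p = 0.105), WNT antagonists (0.377), TGFb and BMP ligands (0.64), complement (0.421) and tendon genes (0.0783).

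**Figure D2:**
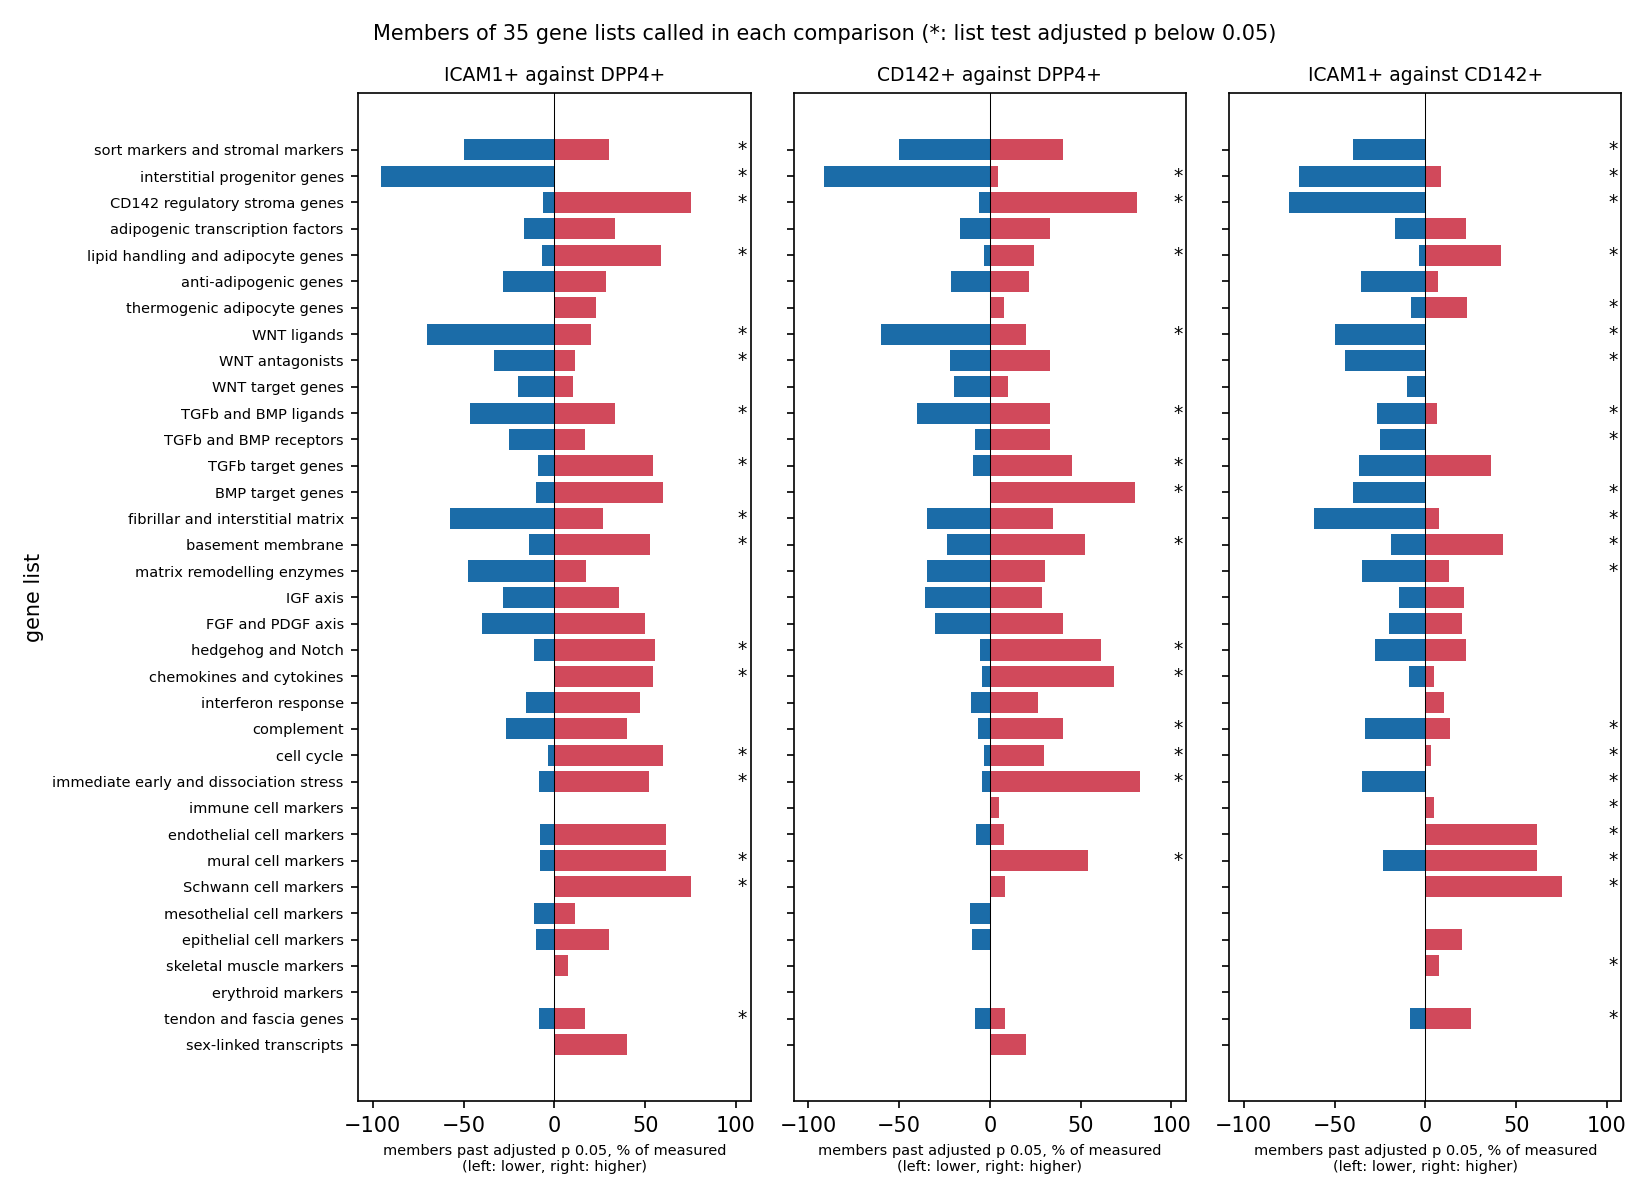
Share of the measured members of each of the 35 gene lists (y axis) that passed a deposited adjusted p of 0.05, in percent (x axis), lower to the left in blue and higher to the right in red, with 1 panel per comparison and a star where the list test passed. Interstitial progenitor genes fill the left side against DPP4+ (22 and 21 of 23 lower), and CD142 regulatory stroma genes turn from 12 of 16 higher in ICAM1+ against DPP4+ to 12 of 16 lower in ICAM1+ against CD142+.

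DPP4+ cells were set apart from both others by more genes than either other population. Higher in DPP4+ than in both others were 1244 genes, in ICAM1+ 436 and in CD142+ 337. Lower than in both others were 1281 genes in DPP4+, 442 in ICAM1+ and 90 in CD142+ cells. The 10 genes with the largest smaller fold change were taken among genes with a mean of at least 100, predicted genes left out. For DPP4+ cells they were Bmp7, Akr1c18, Krtdap, Dact2, Wnt10b, Sbsn, Adamts16, Sema3e, Pi16 and Aldh1a3. For ICAM1+ cells they were Ano1, Synpo2, Myh11, Tnc, Lama5, Acta2, Car3, Tagln, Tinagl1 and Dlk1. Of these, Acta2, Myh11 and Tagln encode contractile proteins of smooth muscle, and 62.4% of the exon bases of Tagln are shared with the other strand. For CD142+ cells they included Fmo2, Hhip, Col4a4, Col4a3, Clec11a, Gdf10, F3, Vit and Prdm6. Prdm6, a transcriptional repressor, had 2.11 ± 0.25 against DPP4+ cells and -2.26 ± 0.26 for ICAM1+ against CD142+ cells in the authors' deposited table.

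These counts rest on pairs of comparisons that share a population, and so share its chance values. In simulations of unchanged populations from the deposited standard errors, the count averaged between 4.26 and 10.1 genes. For independent lists of the same sizes it would be 190 and 223 genes for DPP4+ (higher and lower), 82.4 and 112 for ICAM1+, and 91.6 and 58.0 for CD142+ cells. Part of the excess may come from the shared libraries, which could not be split. Across the 7952 genes with a mean of at least 100, which are not independent replicates, the fold changes of ICAM1+ and of CD142+ against DPP4+ had Pearson's r of 0.86 and Spearman's rho of 0.81. The simulated r was 0.50, and the covariance was 0.50 against a simulated covariance of 0.017. With ICAM1+ shared the covariance was 0.16 and with CD142+ shared 0.0078, against simulated values of 0.017 and 0.016. Of the 2539 genes that passed in both comparisons against DPP4+, 2525 had the same direction and 14 opposite directions. Among the 1244 genes higher in DPP4+ than in both others, 206 were also higher in CD142+ than in ICAM1+ cells and 27 lower, while 1011 did not pass in that comparison. Among the 1281 genes lower in DPP4+ than in both others, 143 were higher and 171 lower in CD142+ than in ICAM1+ cells, and 967 did not pass.

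**Figure D3:**
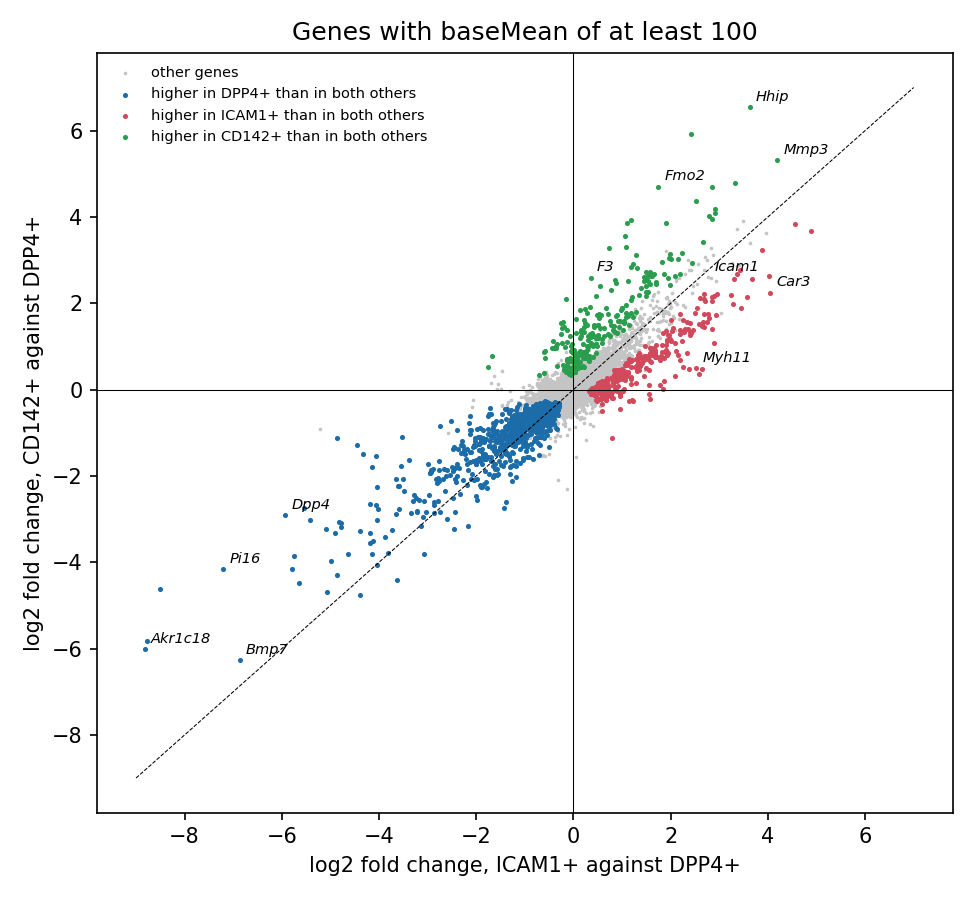
Log2 fold change of CD142+ against DPP4+ (y axis) plotted against that of ICAM1+ against DPP4+ (x axis) for the 7952 genes with a mean of at least 100, 1 point per gene, with the diagonal dashed. Coloured points are the genes of this set higher in 1 population than in both others (950 for DPP4+, 290 for ICAM1+ and 244 for CD142+), and several genes such as Dpp4 lie above the diagonal on the left, where CD142+ cells fall between the other populations.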

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

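The tests of carried-over cells and of the share of stromal cells were chosen only after the values were seen, and the error formula of the first was also revised after its value was seen; the tests on strand were chosen before.

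Of the genes that passed against DPP4+ cells in both comparisons, 14 moved in opposite directions in ICAM1+ and CD142+ cells. Most lie outside the rule for named genes and were chosen after their values were seen. In the authors' deposited table the log2 fold changes of ICAM1+ against CD142+ cells were -3.45 for Mapk4, -2.47 for Dkk3, -2.45 for A730020M07Rik, -2.28 for Itgbl1 and -2.12 for Ak5. They were -1.49 for Gm30003, -1.48 for Eln, -1.31 for Olfml2b, -1.05 for Lamb2 and -0.99 for Pmepa1 in the authors' deposited table. On the other side were Gm44876 with 1.08, Pgm5 with 1.61, Cadm4 with 1.91 and Reln with 2.40 in the authors' deposited table. The WNT antagonist Dkk3 had -1.68 ± 0.16 in ICAM1+ and 0.79 ± 0.15 in CD142+ against DPP4+ cells, and elastin, Eln, -0.61 ± 0.13 and 0.87 ± 0.13 in the authors' deposited table. Reln, which encodes an extracellular protein known from neuronal migration, had 1.32 ± 0.28 and -1.08 ± 0.31 in the authors' deposited table.

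The signal outside the gene counts was larger than that within them, since reads in no gene had a mean of 10381628 against 9024647 summed over all genes, a ratio of 1.15. At the same time, 45 annotated genes that lie at least 90% under antisense exons of a gene with a mean above 1000 had a median of 1.77 times the mean per exon base of that host. Reads of the abundant gene counted for the other strand are a candidate explanation: over the 45 pairs, the fold changes of ICAM1+ against DPP4+ in the antisense gene and its host had Spearman's rho of 0.94, against at most 0.51 in 10000 shuffles. A regulation of the antisense genes of their own is argued against, since 2.22% of the pairs (1 of 45) differed from the host beyond the 95% limits of the combined error, though both genes share libraries, which makes that bound generous. A library that does not mark strand, counted for 1 strand, may thus place about as many reads outside genes as within them, and values of genes with antisense partners, such as Gm20721 within Gnas, stay uncertain.

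CD142+ cells lay between the others for 206 genes, higher in DPP4+ than in both others and higher in CD142+ than in ICAM1+ cells, whereas among genes lower in DPP4+ than in both others CD142+ was in between for 171 and ICAM1+ for 143. Carry-over of average DPP4+ cells would add 1 share of the DPP4+ level to every gene. A ceiling was therefore set from the 10 genes with the lowest ratio of CD142+ to DPP4+, among genes with a mean of at least 100. It was the median of the upper 95% limits of their ratios, 5.80%. Among these 10 were Bmp7 (1.30%), Akr1c18 (1.55%) and Pi16 (5.60%). The share needed was the position of the CD142+ level between those of ICAM1+ and DPP4+ cells, with ICAM1+ as the baseline. The 206 genes needed a median share of 24.6%, raised by their selection (7.78% over all 1244 genes higher in DPP4+). Of these 206, 81.1% (167 genes) needed more than the ceiling beyond the 95% limit. Added later, 1000 simulations of the same selection with the share at the ceiling gave a mean of 9.39 and at most 21 such genes. The simulated selections were smaller, with a mean of 91.3 and at most 109 genes, of which a mean of 10.3% were above the ceiling. With that baseline, these percentages argue against carry-over as the whole cause. The error formula behind the 95% limit replaced a first one, which combined both separate limits, only after the first value had been seen. That first value was 32.5% (67 genes), and by the first formula the test could not tell. The ceiling is generous, since a share of average cells cannot much exceed the lowest ratios. These were 1.30% for Bmp7, 1.55% for Akr1c18 and 1.76% for Krtdap, which argues against a share of average cells near the ceiling. A smaller carried share, or cells from a part of the DPP4+ population, stays open, as does expression of the 206 genes by CD142+ cells themselves.

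Schwann, endothelial and immune markers passed as lists toward higher values in ICAM1+ than in CD142+ cells. Skeletal muscle markers did so only with the lower preset correlation and with Des as the single called member. Erythroid, epithelial and mesothelial markers did not pass. The immune list had 1 called member of 20, Csf1r (mean 104), and 0 after adjustment over the list alone. Its other members have lower means, so the alternative with a mean of at least 100 was not run for it. Weighted mean log2 fold changes over members with a mean of at least 10 were 0.98 ± 0.09 for Schwann, 0.60 ± 0.05 for endothelial, 0.63 ± 0.12 for immune, 0.44 ± 0.18 for erythroid, 0.82 ± 0.38 for epithelial, 0.68 ± 0.16 for skeletal muscle (0.30 ± 0.20 without Des, which is also in the mural list) and -0.24 ± 0.23 for mesothelial markers. A lower share of stromal cells in the ICAM1+ sort would raise all alike only if the other cell types kept the same proportions in both sorts. Those proportions are not known. The variance between these lists was not beyond that of shuffled members (permutation p = 0.126 over 100000 permutations). A lower share of stromal cells thus stays open, while that p does not show that the lists moved alike. The Schwann value was above and the mesothelial value below the endothelial one by more than their standard errors, which do not count the spread between the genes of a list. Mural markers, which also passed as a list toward higher values in this comparison, were left out of the test of variance. They had 8 higher and 3 lower of 13, so their members were not all raised alike. The labels name no gate that removes other cells, a higher expression of such genes by ICAM1+ cells themselves was not tested, and the result of 1 test of a further explanation, which was run, is left out.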

How the results depend on the processing

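No alternative here was chosen after the data were seen. No paired analysis was possible because the deposited tables hold fold changes per comparison and no values per library. For the same reason no library could be left out, no other scaling between libraries, count model or filter on counts per library could be run, and other splits of the samples were not run, so whether a single library decides a value is unknown. Of the 9 counts of genes, all stayed within 1.5 times under re-centred fold changes, where the median of genes with a mean of at least 100 was -0.07, -0.05 and -0.02. For the tests of lists and named genes no call had the opposite sign under an alternative. Which direction held more of the changed genes did depend on the alternative. For ICAM1+ against DPP4+ it was 2219 higher and 2139 lower, but 1406 and 1763 with a mean of at least 100 required and 366 and 371 when tested against a log2 fold change of 1. Toward higher it was 2449 and 1779 when re-centred and 1265 and 878 with an absolute log2 fold change above 1. For CD142+ against DPP4+ it was 1758 and 1554, but 1183 and 1260 with a mean of at least 100, 1888 and 1278 when re-centred and 1017 and 703 with an absolute log2 fold change above 1. Adjustment over every gene, or over genes with a mean of at least 10 or 100, also kept the 3 counts of changed genes within that range, as did an adjusted p of 0.1. With an absolute log2 fold change above 1 required, the counts were 2143 (ICAM1+ against DPP4+), 1720 (CD142+ against DPP4+) and 554 (ICAM1+ against CD142+). Tested against a log2 fold change of 1 they were 737, 603 and 69. Higher than in both others were then 559 (DPP4+), 179 (ICAM1+) and 160 (CD142+) genes with an absolute log2 fold change above 1 required, and lower 687, 121 and 26. At an adjusted p of 0.01, ICAM1+ against CD142+ gave 950 genes, with 278 higher and 277 lower in ICAM1+ than in both others and 47 lower in CD142+. With a mean of at least 100 required, 290 genes were higher in ICAM1+ than in both others. These alternatives are stricter by construction, so fewer genes can pass. Of the 105 list tests 53 passed, against 44 with ranks, 45 with the correlation of 0.05, 55 re-centred, and 47 of 87 with genes of a mean of at least 100 by either statistic, which leaves 6 lists with fewer than 2 members out. Calls were lost for 13 list tests with ranks, 8 with the higher correlation, 5 with genes of a mean of at least 100 and 9 with the log2 fold change as statistic, and gained for 4, 0, 2 and 6. With genes of a mean of at least 100 the lost calls were lipid handling (0.447) and cell cycle (0.274) for CD142+ against DPP4+, TGFb and BMP receptors (0.368) and complement (0.0504) for ICAM1+ against CD142+, and Schwann cell markers (0.122) for ICAM1+ against DPP4+ (adjusted p in parentheses). With the log2 fold change they were fibrillar matrix (0.152) and tendon genes (0.137) for ICAM1+ against DPP4+, lipid handling (0.454), TGFb target genes (0.0753) and cell cycle (0.166) for CD142+ against DPP4+, and TGFb and BMP receptors (0.647), basement membrane (0.687), matrix enzymes (0.198) and complement (0.403) for ICAM1+ against CD142+. Gained with ranks were thermogenic (0.0357), BMP target (0.0311), immune (0.000628) and endothelial (0.000325) genes for ICAM1+ against DPP4+. With genes of a mean of at least 100, WNT target genes for ICAM1+ against DPP4+ (0.0313) and the interferon response for ICAM1+ against CD142+ (0.03) were gained. With the log2 fold change, WNT target genes (0.000252 and 0.00126) were gained in both comparisons against DPP4+, complement (0.011) for ICAM1+ against DPP4+, and anti-adipogenic (0.00281), hedgehog and Notch (0.0138) and interferon response (0.0108) genes for ICAM1+ against CD142+. Re-centring gained BMP target genes for ICAM1+ against DPP4+ (0.042) and the interferon response for ICAM1+ against CD142+ (0.0476). Of 576 values of named genes, adjustment over every gene ended 2 calls, and re-centring ended 1 and added 10, F3 in ICAM1+ against DPP4+ cells among them.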

Other observations

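All lists and genes in this part were chosen after values had been seen, and each list was tested like those of the report, adjusted over 21 tests. Enzymes of prostaglandin and steroid metabolism were mostly lower outside DPP4+ cells. Of 15 members, 8 were lower and 3 higher in ICAM1+ against DPP4+ (list adjusted p = 3.02e-09), and 9 lower and 1 higher in CD142+ against DPP4+ (adjusted p = 1.46e-08), which held with a preset correlation of 0.05 (adjusted p = 3.16e-06 and 7.36e-06). The cyclooxygenases Ptgs1 and Ptgs2 had -4.19 ± 0.25 and -2.07 ± 0.32 in ICAM1+ against DPP4+ cells in the authors' deposited table, prostacyclin synthase Ptgis -1.92 ± 0.15 and the prostaglandin-degrading Hpgd -3.03 ± 0.20. The steroid dehydrogenase Akr1c14 had -4.07 ± 0.15, while Cyp1b1 was higher with 3.38 ± 0.17 in ICAM1+ and 3.71 ± 0.17 in CD142+ cells in the authors' deposited table.

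Genes of retinoid metabolism were lower in ICAM1+ than in CD142+ cells (1 higher and 5 lower of 14, list adjusted p = 7.30e-05, and 0.00185 with a preset correlation of 0.05). The list did not pass for ICAM1+ against DPP4+ (4 higher and 3 lower, adjusted p = 0.512). For CD142+ against DPP4+ it did not pass either (6 higher and 2 lower, adjusted p = 0.358). Of the enzymes that make retinoic acid, Aldh1a3 was highest in DPP4+ cells, with -5.79 ± 0.18 and -4.15 ± 0.15 in ICAM1+ and CD142+ against DPP4+ in the authors' deposited table, and Aldh1a2 was highest in CD142+ cells, with 4.58 ± 0.59 against DPP4+ cells and -3.81 ± 0.53 for ICAM1+ against CD142+. The mean of Aldh1a2 was low, 36.4 in the authors' deposited table. Aldh1a1 was lower in ICAM1+ cells, with -1.47 ± 0.18 against DPP4+ and -1.10 ± 0.18 against CD142+, and did not pass for CD142+ against DPP4+ (-0.37 ± 0.17, adjusted p = 0.118) in the authors' deposited table.

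Imprinted genes, expressed from 1 parental copy and many of them linked to growth, changed in both directions, with 9 higher and 8 lower of 26 in ICAM1+ against DPP4+ cells and 6 higher and 9 lower in CD142+ against DPP4+. Zim1 and Peg3, neighbouring genes, had 1.99 ± 0.12 and 1.26 ± 0.15 in ICAM1+ and 2.43 ± 0.12 and 1.59 ± 0.15 in CD142+ against DPP4+ cells in the authors' deposited table. Cdkn1c, an inhibitor of cell division, was lower with -1.80 ± 0.12 and -2.13 ± 0.13, and Slc38a4 with -1.38 ± 0.14 and -1.48 ± 0.14 in the authors' deposited table. As a list they passed for ICAM1+ against CD142+ alone (adjusted p = 0.0272), and not with a preset correlation of 0.05 (adjusted p = 0.157). Hox genes, semaphorins with their receptors, and axon guidance ligands had no call that held with that correlation (axon guidance ligands passed with 0.01 for ICAM1+ against DPP4+, adjusted p = 0.0411), the lowest adjusted p being 0.157. Ribosomal protein genes had 7 and 12 lower of 89 in ICAM1+ and CD142+ against DPP4+ cells, none higher, and passed as a list toward lower values (adjusted p = 0.00961 and 0.000223), but not with that correlation (adjusted p = 0.172 and 0.0820).

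Some abundant genes had errors far above those of genes of like level. Among 1268 genes with a mean of at least 1000, 27 had over 2.5 times the typical standard error for ICAM1+ against CD142+ cells. Gm42418, which overlaps ribosomal RNA sequence and held 3.55% of the mean counts over genes, had an error of 0.88 in the authors' deposited table, 7.46 times the typical one. Others were Apoe (3.89 times), Procr (3.77 times), Akr1c18 (3.73 times), Mmp19 (3.64 times), Thbd (3.45 times) and H19 (3.33 times). The level used here is the mean over all libraries. For Akr1c18 that mean comes mostly from DPP4+ cells, with fitted levels of 5661 there, 12.6 in ICAM1+ and 88.0 in CD142+ cells. Its typical error is thus not one of like level in the compared populations. Which libraries these errors come from is not known here.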
